A study of Drosophila melanogaster with 9 samples. Its data were reported in "Transcriptional regulation of the piRNA pathway by Ovo in animal ovarian germ cells" (2025).

How the data were processed

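ATAC-seq was performed by the authors after the omni-ATAC protocol, on OSCs and on intact dissected ovaries, for which the number of ovaries and the time of tagmentation were varied. The 9 libraries were assigned to 4 groups from their labels: wild-type OSCs (n = 2), Δl(3)mbt OSCs (n = 2), w1118 ovaries (n = 2, 6 ovaries each) and vas-GFP ovaries (n = 3, with 6, 10 and 30 ovaries).

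The authors trimmed paired-end reads with cutadapt 1.18, aligned them to the dm6 genome with BWA mem, marked duplicates with Picard 2.9.0 and filtered with SAMtools 1.9. They called peaks with MACS2 2.1.1.20160309 at a q-value of at most 0.05, with reads shifted and extended around the transposase insertion and without a model of fragment size; no control library was stated, so the background of a peak comes from the same library. Peaks were called in each library and again on the merged replicates of each group, which gave 56168 peaks for wild-type OSCs, 38696 for Δl(3)mbt OSCs, 26758 for w1118 and 25131 for vas-GFP ovaries. Each deposited peak list gives the position of the peak, its summit, a display score, the fold enrichment at the summit (a ratio of pileup to local background, each with 1 added) and the −log10 of its p-value and q-value, all as the authors' peak caller wrote them. These values were not scaled between libraries by the authors, so that the number and strength of the peaks depend on the reads and the signal of each library. The score that the authors' lists hold was not used.

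For Δl(3)mbt against wild-type OSCs the authors' deposited table gives, per region, a log2 fold change and an FDR (a p-value adjusted for multiple tests) from DiffBind 3.0.15. It holds only regions with an FDR below 0.05, and the normalization and model used inside DiffBind were not stated. A positive log2 fold means higher accessibility in Δl(3)mbt OSCs. The authors' normalization decides how far a difference in depth or signal-to-noise between the libraries enters these folds, which could not be recomputed from peak lists. Coverage tracks were made by the authors with deepTools 3.5.1 and were not used here.

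Regions were counted at an FDR of 0.05 and a fold of at least 1.5, the thresholds of the study (whether the deposited table is the one that the study counted was not stated), and annotated with the Ensembl release 115 annotation (18277 genes, 24111 TSSs) on the same assembly. Coordinates are 1-based on dm6. A promoter was the interval of 1 kb either side of any annotated TSS, and a promoter was called open in a library when a peak overlapped it by at least 1 bp. Consensus OSC peaks were merged intervals found in at least 2 of the 4 OSC libraries (32462, of which 32197 overlapped no changed region and 14167 were found in all 4). Gene lists and the rule for the genes named in the text were fixed before the data were examined, from the literature and the text of the study. The 13 lists were the germline, shared and somatic piRNA pathway genes, germline development, follicle cell, eggshell and yolk, muscle, neuron and eye, hemocyte, testis and housekeeping genes, members of the L(3)mbt complexes and Hippo targets, with 182 of 184 members matched to the annotation. The somatic piRNA list holds 1 gene, and lists with under 3 members in the background were not tested, which left 12. The rule named the 13 germline piRNA genes, ovo, l(3)mbt, bigmax and fs(1)Yb, the 12 increased and 8 decreased promoter regions with the largest fold, list members at changed or differing promoters, and the 10 ovary-only and 10 OSC-only promoters with the highest fold enrichment in a merged list.

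Shares of regions at promoters were compared by Fisher's exact test. Overlap with the ovary and occurrence of CCGTTA on either strand were compared with 10000 draws of consensus peaks matched by decile of width (and of GC content for the sequence) and by promoter status. Gene lists were tested by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 12 lists, against genes that could have been found in the same comparison. Numbers of open promoters and Jaccard indices were compared by exact permutation of the libraries, over all splits of the libraries. Presence or absence of a peak in 2 against 2 libraries was counted without a test. Calculations were made in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9.

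The summit pileup and the local background of each peak were recovered from its fold enrichment and p-value, since the pileup is a whole number and both values are written with 6 digits. A pileup was accepted when it returned the deposited −log10 p within 0.001, which held for 98.7% to 100.0% of the peaks of a library. Tested on simulated data, 94.0% of 5000 summits passed this tolerance and 100% of these pileups were recovered; the rest had p-values too small to be written. The commonest background value was 19.1 and 8.93 in wild-type OSCs, 18.4 and 11.4 in Δl(3)mbt OSCs, 6.68 and 5.08 in w1118 ovaries and 5.4, 3.98 and 3.09 in vas-GFP ovaries, in units of extended reads over a base. It serves as a measure of relative depth. In simulated sets of 130 regions the matched draws gave p below 0.05 in 2.5% of 200 sets without and 83.5% of 200 sets with a planted excess. The list test called any list in 1% of 200 simulated sets without an effect and recovered a list of 17 genes with 4 planted members in 100%, and the Jaccard function returned the known 0.333 for simulated intervals.

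Alternatives were an FDR of 0.01, a fold of at least 2, a promoter of 0.5 kb, peaks with a −log10 q of at least 10, the 16588 strongest peaks of every library, the merged lists, consensus peaks in all 4 OSC libraries, a cover of 50% of the region, other forms of the motif and leaving out each library in turn. Settings added after the data had been seen were a promoter of 0.2 kb, the removal of the 2 dense blocks of increased regions, consensus peaks as windows of 401 bp and the eggshell and yolk list without the genes of the chorion clusters. The motif at every TSS of a gene was also counted only then. Libraries with 2 per group cannot be tested for outliers, and none was left out of the main results.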

Results

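Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in 9 libraries from Drosophila melanogaster. The 4 libraries from ovarian somatic cells (OSCs), a cultured line of follicle cell origin that has no germline, comprised 2 of wild-type cells and 2 of cells in which l(3)mbt was deleted (Δl(3)mbt). l(3)mbt encodes a chromatin protein that keeps germline genes silent in somatic tissue. The 5 ovary libraries comprised 2 from the w1118 strain, with 6 ovaries each, and 3 from the vas-GFP strain, with 6, 10 and 30 ovaries. Ovaries hold germ cells together with several kinds of somatic cell, so an ovary library does not report on germ cells alone. The authors called peaks in each library, which gave 59420 and 22037 peaks in wild-type OSCs, 36659 and 27067 in Δl(3)mbt OSCs, 24890 and 23170 in w1118 ovaries and 22557, 20107 and 16588 in vas-GFP ovaries. Read totals were not used here. The local background recovered from the peaks, a measure of relative depth, was 19.1 and 8.93 in wild-type OSCs, 18.4 and 11.4 in Δl(3)mbt OSCs and 3.09 to 6.68 in ovaries. It did not set the number of peaks alone, since replicate 1 of wild-type and of Δl(3)mbt OSCs had similar backgrounds and 59420 and 36659 peaks. In wild-type replicate 1, 32.8% of the peaks reached a −log10 q of 10, against 59.0% in wild-type replicate 2 and 42.4% to 76.1% in the other libraries. The peaks of wild-type replicate 1 covered 14.5 Mb and those of wild-type replicate 2 covered 4.75 Mb, and the numbers of gained, lost, ovary-only and OSC-only promoters given below depended on which replicate was used.

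The first comparison asked which regions changed in accessibility when l(3)mbt was deleted. The authors' deposited table held 196 regions, of which 130 were more accessible in Δl(3)mbt OSCs, with a median fold of 2.04, and 66 were less accessible, with a median fold of 2.22. In the authors' deposited table ovo, which encodes a zinc-finger transcription factor required in the female germline, rose by a log2 fold of 0.99 (FDR = 0.00648, DiffBind). In the same authors' deposited table a region within 1 kb of the TSS of vas, the DEAD-box helicase of the germline nuage, rose by 1.05 (FDR = 0.0231, DiffBind). Regions were assigned here to every gene with a TSS within 1 kb. When only the gene of the nearest TSS was counted, another gene was counted at the regions of ovo and vas. BicC, an RNA-binding regulator of translation in the oocyte, rose by 1.17 in the authors' deposited table (FDR = 0.00513, DiffBind). Diap1, an inhibitor of apoptosis, held 2 regions that fell, by 1.30 and 0.86 on the log2 scale in the authors' deposited table. Fold changes and FDR values are those of the authors, computed over 2 libraries per group, and they were used to describe regions within that table and not to test regions outside it.

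The largest increases at promoters, taken as 1 kb either side of an annotated transcription start site (TSS), were at Nrx-1, which encodes the synaptic adhesion protein neurexin, and nrm, which encodes an immunoglobulin-domain adhesion protein. In the authors' deposited table the log2 fold was 1.96 at Nrx-1 (3R, 22468934 to 22469594, 5′ UTR) and 1.58 at nrm (3L, 22998127 to 22998527, over the TSS). The next region lay over the shared promoter of Hmu and bigmax, the latter encoding a basic helix-loop-helix partner of the Mlx family, with a log2 fold of 1.55 in the authors' deposited table (3R, 27288248 to 27289295, FDR = 4.29e-10). It was followed in the authors' deposited table by lncRNA:CR46084 (1.53) and the shared promoter of Kots and Orc2, a subunit of the origin recognition complex (1.49). The others in the authors' deposited table were CG31064 (1.46), mrt (1.39), Kpc1 (1.37), MP1 (1.35), PolA2, a subunit of DNA polymerase alpha (1.32), woc, a zinc-finger protein (1.32) and Alg11 (1.31). The regions at nrm, lncRNA:CR46084, Kots and Alg11 held a peak in both Δl(3)mbt libraries and in neither wild-type library, and in ovaries they were open in 4, 4, 5 and 0 of the 5 libraries, in that order. The regions at Hmu and bigmax, lncRNA:CR46084, CG31064, mrt, PolA2 and woc lay in a stretch of 812 kb on 3R in which 52 of the 130 increased regions fell. The 8 decreased promoter regions with the largest fold were at p130CAS, a focal adhesion adaptor (−1.51), asRNA:CR46487 (−1.51), CG2003 (−1.39), lncRNA:CR43967 (−1.37 and −1.19), Diap1 (−1.30), CG31676 (−1.29) and sgg, the fly GSK3 kinase (−1.24) in the authors' deposited table.

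The increased regions were unevenly placed along the chromosomes. A stretch of 257 kb on 3L (615869 to 873080) held 15 of them and the stretch on 3R (26541913 to 27354294) held 52, so that 51.5% of the increased regions fell in these 2 blocks, which also contained 55 and 129 annotated genes. None of the 66 decreased regions lay in either block (0 and 0 inside). The gene l(3)mbt lies in the 3R block, where a region over the 5′ part of the gene (27271703 to 27273482) had a log2 fold of 0.91 in the authors' deposited table (FDR = 0.00723). A peak within 1 kb of the l(3)mbt TSS was called in all 9 libraries, and peak lists do not show whether the deletion is present, so the genotype label was not checked. The regions at ovo, vas and BicC lay outside both blocks.

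**Figure D1:**
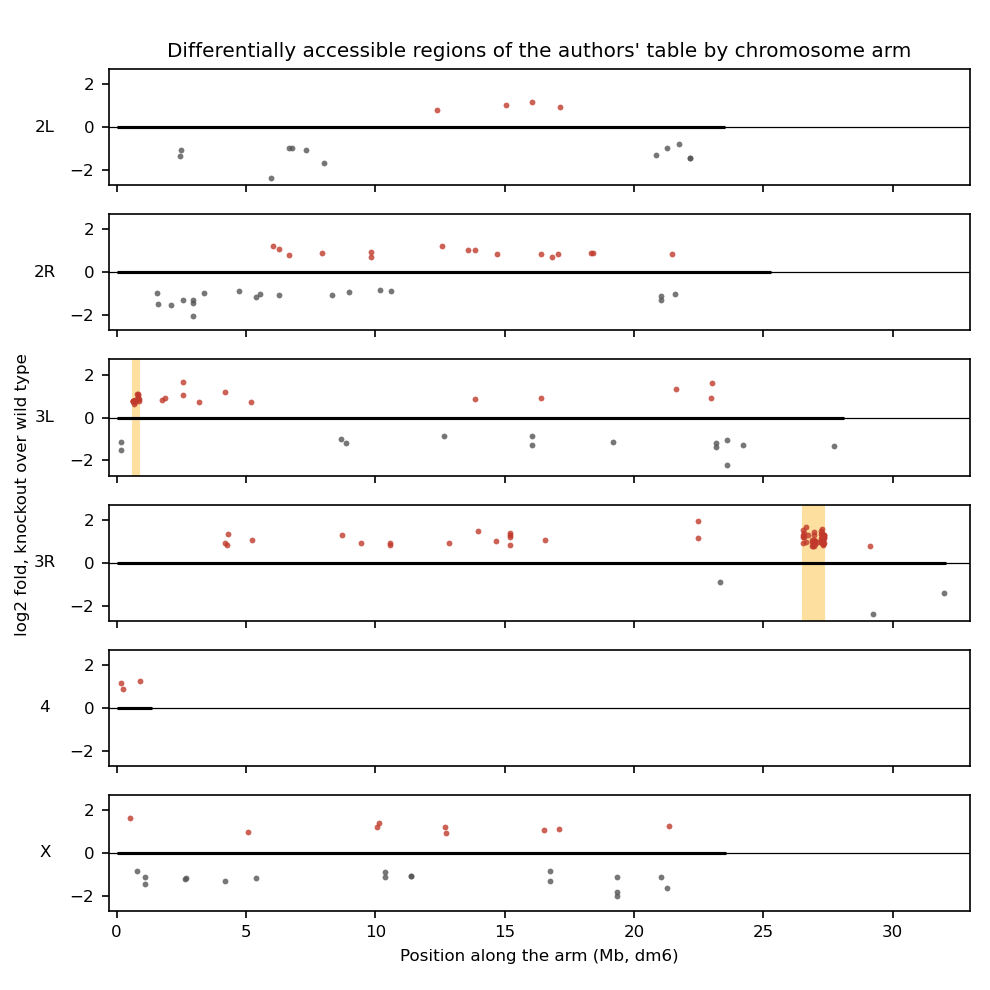
Log2 fold of each of the 196 regions in the authors' deposited table against its position (Mb) on 6 chromosome arms, with 1 point per region, red for the 130 increased and grey for the 66 decreased in Δl(3)mbt OSCs, over wild-type OSCs (n = 2 per group). The shaded stretches on 3L and 3R hold 15 and 52 increased regions and no decreased region.

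At ovo the change was at an internal promoter. The changed region (X, 5063364 to 5064413) spans the TSSs at 5063844 and 5064233. Every library had a peak upstream of both, with a fold enrichment over background of 3.42 and 5.64 in wild-type OSCs and 5.21 and 7.80 in Δl(3)mbt OSCs. A second peak over the TSS at 5064233 was called in both Δl(3)mbt libraries (fold enrichment 3.33 and 5.16, 5064112 to 5064275 in replicate 1) and in all 5 ovary libraries (fold enrichment 5.39 to 11.9), and in neither wild-type OSC library. A peak over the TSS at 5063844 was called in both Δl(3)mbt libraries (fold enrichment 2.82 and 3.69), in w1118 replicate 1 and vas-GFP replicate 1, and in neither wild-type library. Near the first TSS of ovo, at 5048273, all 5 ovary libraries and no Δl(3)mbt library had a peak. In wild-type replicate 1 the nearest summit there lay 1068 bp away. At vas the changed region (2L, 15062092 to 15062492) lies inside the gene, downstream of the TSS at 15061656. It held a peak in both Δl(3)mbt libraries, with a fold enrichment of 1.88 and 2.51, and in all 5 ovary libraries, with a fold enrichment of 4.39 to 6.26, and in neither wild-type OSC library.

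**Figure D2:**
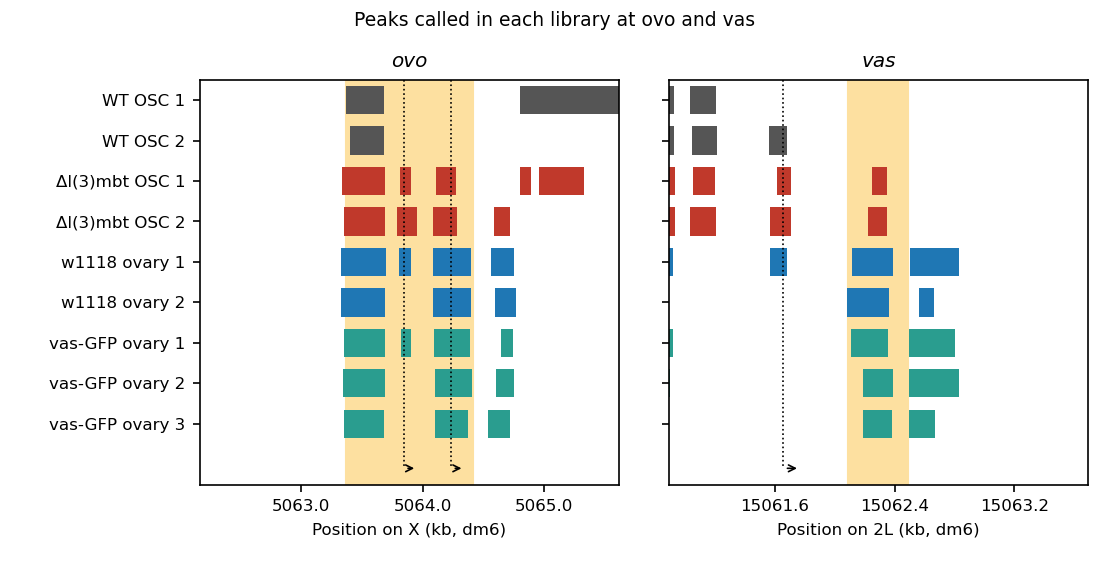
Peaks called by the authors in each of the 9 libraries (bars, 1 line per library, coloured by group) at ovo on X and vas on 2L, by position in kb on dm6; dotted lines with arrows mark annotated TSSs and shading marks the changed region. The peaks over the TSS of ovo at 5064233 and inside vas were called in both Δl(3)mbt and all 5 ovary libraries and in neither wild-type OSC library.

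Of the 130 increased regions, 79 (60.8%) lay at promoters, against 58.7% of the 32197 consensus OSC peaks that overlapped no changed region (difference 2.11 points, p = 0.656, two-sided Fisher's exact test). Decreased regions were at promoters less often, with 24 of 66 (36.4%), a difference from the consensus peaks of −22.3 points (p = 0.000376, two-sided Fisher's exact test). The test takes regions as independent, while many decreased regions lay near each other, so this p may be too small. By position, 16 increased regions had their middle in a 5′ UTR, 11 in coding sequence, 58 in an intron and 31 between genes. For decreased regions these numbers were 7, 1, 32 and 22. Outside the 2 blocks 43 of 63 increased regions (68.3%) lay at promoters, a difference of 9.60 points (p = 0.127, two-sided Fisher's exact test). The consensus was the set of peaks in at least 2 of the 4 OSC libraries. Against peaks in all 4 the share of increased regions was lower, with a difference of −11.0 points (p = 0.00799, Fisher's exact test).

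Regions that opened in Δl(3)mbt OSCs were then compared with the ovary. Among the increased regions 78 of 130 (60%) overlapped a peak of the merged w1118 ovary list, against a mean of 47.8% in 10000 draws of consensus peaks matched on width and promoter status (95% of draws 40% to 55.4%, p = 0.0021, two-sided permutation test). In 33 increased regions both Δl(3)mbt libraries and neither wild-type library had a peak, and 7 of these were open in all 5 ovary libraries, Kots among them. Decreased regions overlapped an ovary peak in 19 of 66 cases (28.8%, drawn mean 37.1%, p = 0.159, permutation test). Of the 32 regions with a peak in both wild-type and no Δl(3)mbt library, 26 had none in any ovary library, such as those at p130CAS, asRNA:CR46487 and lncRNA:CR43967. The excess of ovary-open regions among the increased ones was below the threshold at an FDR of 0.01 (8.15 points, p = 0.15) and where 50% of the region had to be covered (3.67 points, p = 0.376, permutation tests). It was also below it without the 2 blocks (10.0 points, p = 0.102) and with consensus peaks taken as windows of 401 bp, the commonest width of a changed region (5.63 points, p = 0.232, permutation tests). It turned negative against peaks in all 4 OSC libraries (−10.8 points, p = 0.0025, permutation test).

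Gene lists fixed from the literature and the study were then set against the 106 genes with an increased region at a promoter, out of 11945 genes with a consensus OSC peak there. The neuronal list passed, with 2 of its 11 members, unc-13 and cpx, which act in synaptic vesicle release (adjusted p = 0.0489, one-sided Fisher's exact test over 12 lists). In the authors' deposited table their log2 folds were 1.25 and 0.83. The germline development list had 2 of 17 members, BicC and ovo (adjusted p = 0.0584, Fisher's exact test), and it passed without the 2 blocks (adjusted p = 0.0226, Fisher's exact test). With only the gene of the nearest TSS counted, ovo dropped out and 1 of 17 was left (adjusted p = 0.391, Fisher's exact test). The germline piRNA pathway list, which the study had named, had 1 of 11 members, vas (adjusted p = 0.319, Fisher's exact test). By the gene of the nearest TSS alone, vas dropped out as well. The study had already reported higher promoter accessibility at ovo and vas in Δl(3)mbt OSCs, so the hits of these genes are not independent of it. The list of L(3)mbt complexes had 1 of 13, l(3)mbt itself, and the housekeeping list 1 of 16, His2Av, the histone H2A variant (adjusted p = 0.319 for each list, Fisher's exact test). The region assigned to His2Av had a log2 fold of 1.07 in the authors' deposited table, and both genes lay in the 3R block. His2Av too dropped out when only the gene of the nearest TSS was counted. No member of the shared piRNA (22 genes), follicle cell (15), eggshell and yolk (16), muscle (11), hemocyte (7), testis (4) or Hippo target (9) lists had an increased region (0 hits each, adjusted p = 1, Fisher's exact test). The neuronal call rested on 2 genes and was lost at an FDR of 0.01 (adjusted p = 0.225, Fisher's exact test), where the germline development list passed (adjusted p = 0.0361, Fisher's exact test).

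Peak presence was also compared directly, as promoters with a peak in both Δl(3)mbt libraries and neither wild-type library, or the reverse. There were 92 genes with a gained and 92 with a lost promoter peak. Myb, a subunit of the dREAM complex with which L(3)mbt associates, was the only list member among them, with a gained peak that was also called in 3 of the ovary libraries. Of the gained promoters 22 were open in all 5 ovary libraries, and of the lost promoters 53 were open in none. No test was made, since 2 against 2 libraries give an exact permutation p of at least 0.33. The counts followed the length of the lists: without wild-type replicate 1 there were 772 gained promoters, and without wild-type replicate 2 there were 2854 lost ones.

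The next comparison asked whether the promoters of germline piRNA pathway genes were open in ovaries and closed in somatic cells. Of the 13 genes, AGO3, a PIWI protein of the ping-pong cycle, had a promoter peak in all 5 ovary libraries and in no OSC library of either genotype. aub, its ping-pong partner, had peaks within 0.2 kb of a TSS in all 5 ovary libraries and in no OSC library. Weaker peaks farther away (fold enrichment 2.74 in wild-type replicate 2, 647 bp from the TSS) put it among the open promoters at 1 kb. The gene rhi, the HP1 homologue that marks dual-strand piRNA clusters, had a peak at its TSS in all 5 ovary libraries, with a fold enrichment of 12.04 in w1118 replicate 1. Among the OSC libraries only wild-type replicate 1 had a peak there, of 2.09-fold. Nxf3 and Boot, which export piRNA precursors, and del and cuff, which act with rhi, had a promoter peak in all 9 libraries. Within 0.2 kb of a TSS this held for Nxf3 and del. There Boot had a peak in 1 wild-type, both Δl(3)mbt and all 5 ovary libraries, and cuff in 1 wild-type, 1 Δl(3)mbt and no ovary library. Peaks at krimp and tej, which encode Tudor-domain proteins of the nuage, were called in all 4 OSC and 4 of the 5 ovary libraries, and the peak at qin in 3 of the 4 OSC and all 5 ovary libraries. Within 0.2 kb of its TSS tej had a peak in both Δl(3)mbt libraries (summits 12 and 31 bp away, fold enrichment 3.30 and 4.60), in 2 of the ovary libraries and in neither wild-type library, where the nearest summit lay 561 bp away. The promoter of vas was open in all 9 libraries at 1 kb and at 0.2 kb in wild-type replicate 2, both Δl(3)mbt libraries and 1 ovary library. The promoter of moon had no peak in any library, and BoYb had one only in replicate 1 of wild-type and of Δl(3)mbt OSCs. In the merged w1118 and the merged vas-GFP list 12 of the 13 promoters had a peak, so moon or BoYb had one there. These absences therefore hold for single libraries only.

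Counted per library, the germline piRNA genes with a promoter peak numbered 10 and 10 in wild-type OSCs, 10 and 9 in Δl(3)mbt OSCs, 11 and 11 in w1118 ovaries and 11, 11 and 9 in vas-GFP ovaries. The means were 10.6 ± 0.894 (SD, n = 5) in ovaries and 10.0 ± 0 (SD, n = 2) in wild-type OSCs, a difference of 0.6 (p = 0.619, two-sided exact permutation test of ovary against wild-type OSC libraries over 21 splits, smallest possible p 0.0476). The spread among ovary libraries came from vas-GFP replicate 3, with 9 genes against 11 in each of the others. With the same number of peaks taken from each library, the counts were 7 and 9 in wild-type OSCs, 7 and 7 in Δl(3)mbt OSCs and 9 to 11 in ovaries (difference 2.4, p = 0.0952, exact permutation test). The promoters of fs(1)Yb, the Yb-body component specific to the somatic pathway, and of bigmax were open in all 9 libraries.

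**Figure D3:**
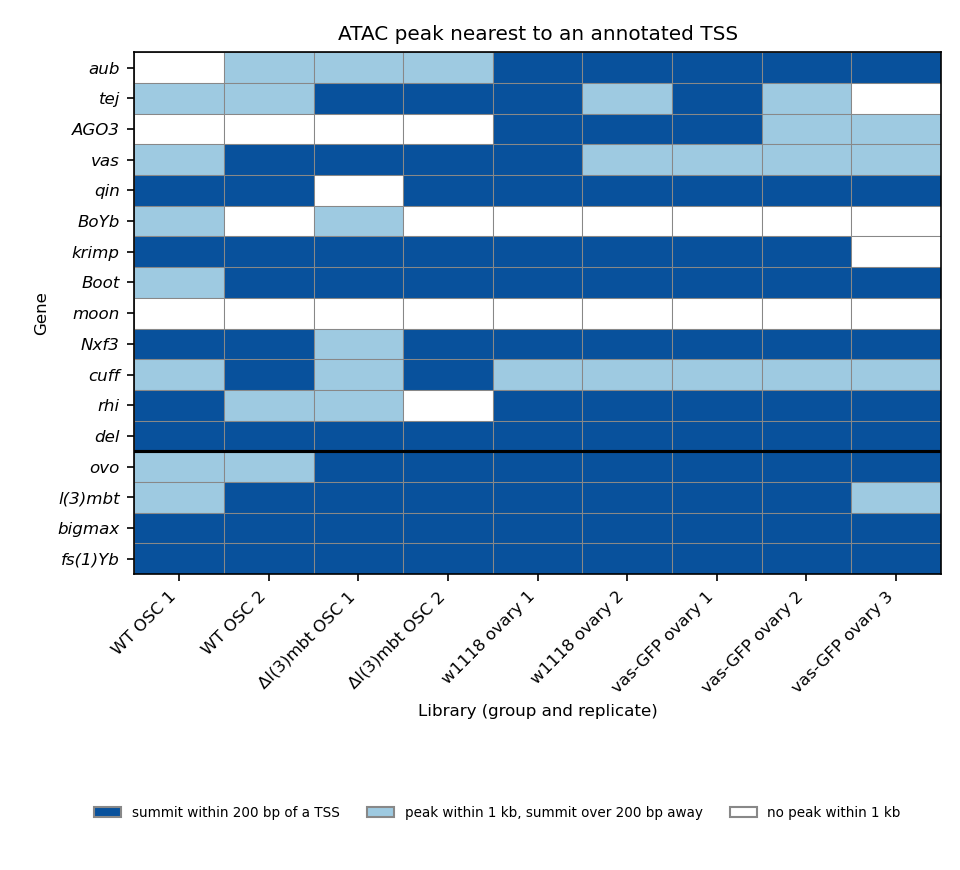
Peak nearest to an annotated TSS for the 13 germline piRNA pathway genes (above the line) and for ovo, l(3)mbt, bigmax and fs(1)Yb (below it) in each of the 9 libraries: dark, summit within 200 bp of a TSS; light, peak within 1 kb only; white, none. AGO3 is white in all 4 OSC libraries and aub and ovo are dark in all 5 ovary libraries and not in wild-type OSCs.

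Promoters open in one material only were then described. A peak in all 5 ovary libraries and in neither wild-type OSC library was found at 163 promoters, and one in both wild-type OSC libraries and in no ovary library at 617, while 7323 promoters were open in all 7 libraries. The ovary-only promoters with the highest fold enrichment in the merged w1118 list were CG16820 (22.4), asRNA:CR44029 (21.1), CG1428 (20.1), tRNA:Ser-GCT-2-2 (19.5), lncRNA:CR46414 (17.3), ninaD, a scavenger receptor of carotenoid uptake (17.005), tRNA:Pro-TGG-1-3 (16.8), CG1806 (16.8), CG34026 (16.3) and tRNA:Ala-AGC-2-10 (16.3). Those at asRNA:CR44029, lncRNA:CR46414 and tRNA:Pro-TGG-1-3 had a peak in both Δl(3)mbt libraries too. The fold is that at the summit of the peak, which need not lie near the TSS. At CG16820 the summit lay 1514 bp from the TSS, outside the promoter of 1 kb, which only the edge of the peak reached. At ninaD and CG1428 it lay 996 and 827 bp away. The OSC-only promoters with the highest fold enrichment in the merged wild-type list were CG14072 (14.2), dpr16 (12.2), dimm, a basic helix-loop-helix regulator of neuroendocrine cells (11.3), Tbh, which makes octopamine (10.3), elfless and rdo, which share a peak (9.79), Osi6 (9.58), dpr17 (9.32), CG1299 (8.96) and CG8170 (8.90), and each of them had a peak in both Δl(3)mbt libraries too. The summit shared by elfless and rdo lay 823 and 82 bp from their TSSs, in that order.

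No gene list was enriched among either set (0 lists at an adjusted and 0 at an unadjusted p below 0.05, one-sided Fisher's exact test). AGO3 was the ovary-only member of the germline piRNA list and ProtA, a sperm protamine, that of the testis list (1 of 12 and 1 of 11, adjusted p = 0.724 for each, Fisher's exact test). The genes cas of the follicle cell list, Act87E of the muscle list and mia of the testis list were OSC-only (1 member each, adjusted p = 1, Fisher's exact test). The other lists had no member in either set. Wild-type replicate 1 had a peak at every promoter of the germline development (20 genes), follicle cell (15), eggshell and yolk (19), housekeeping (16) and Hippo target (9) lists. These lists could therefore have no ovary-only member, and their lack of enrichment there was fixed in advance. The eggshell and yolk list, made of chorion, vitelline membrane and yolk protein genes that follicle cells use late in oogenesis, had promoter peaks at 19, 19, 19, 19 and 18 of its 19 genes in ovaries and at 19 and 6 in wild-type OSCs. Without wild-type replicate 1, where ovary-only rests on absence from the single library of wild-type replicate 2, this list was enriched among ovary-only promoters (adjusted p = 3.21e-10, Fisher's exact test), as was the testis list (adjusted p = 0.00935, Fisher's exact test). Of the testis list wild-type replicate 1 had a peak at 10 of 13 promoters and replicate 2 at 1. With equal numbers of peaks the eggshell and yolk list was enriched as well (adjusted p = 6.78e-05, Fisher's exact test). At 0.2 kb from the TSS it was enriched with an adjusted p of 0.0422 and the germline development list with 0.00704 (Fisher's exact test). Of its 19 genes 9 lie in the chorion clusters on 3L and X, where the ovary libraries had a local background at least 8.005 times the genome-wide median. Without the genes of these clusters the list had an adjusted p of 3.87e-08 when wild-type replicate 1 was left out (8 of 10 genes, Fisher's exact test), again against that single OSC library. With equal numbers of peaks the call was lost while the share stayed high (3 of 10 genes or 30% against 3.98% of other genes, odds ratio 10.3, p = 0.0062, adjusted p = 0.0744, Fisher's exact test). At 0.2 kb 1 of 10 genes was left (adjusted p = 0.624, Fisher's exact test). The number of ovary-only promoters was 638 without wild-type replicate 1, and that of OSC-only promoters was 4414 without wild-type replicate 2.

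**Figure D4:**
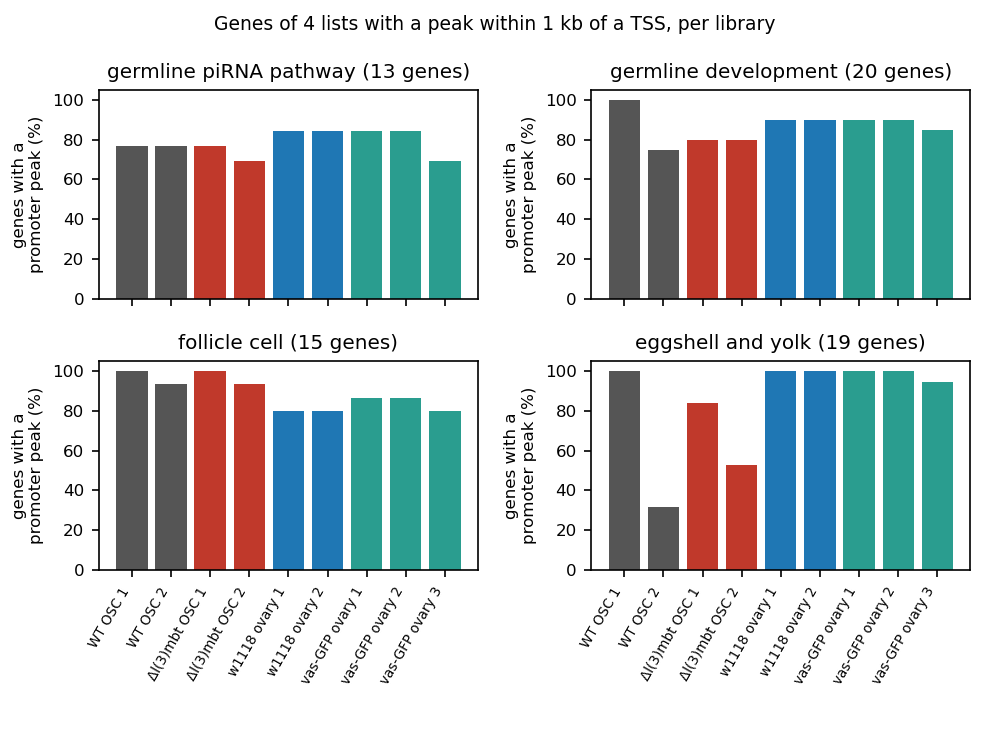
Share (%) of the genes of 4 lists with a peak within 1 kb of a TSS, 1 bar per library, coloured by group. For the eggshell and yolk list the ovary libraries had 18 or 19 of 19 genes and wild-type OSC replicates 1 and 2 had 19 and 6; for the follicle cell list the OSC libraries had 14 or 15 of 15 and the ovary libraries 12 or 13.

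Across the whole genome the peak lists overlapped more within a material than between materials on average. The mean Jaccard index, the share of covered base pairs held in common, was 0.423 among OSC libraries, 0.641 among ovary libraries and 0.307 between them (difference 0.252, p = 0.00794, two-sided exact permutation test, the smallest p that the splits of 9 libraries can give). The wild-type OSC replicates shared the least of any pair of the same group (0.248), against 0.542 for the Δl(3)mbt replicates and 0.739 for the w1118 replicates. Wild-type replicate 2 was closer to Δl(3)mbt replicate 2 (0.618) than to wild-type replicate 1. It was also closer to every ovary library (0.351 to 0.398) than to wild-type replicate 1, as was Δl(3)mbt replicate 2 (0.333 to 0.407 with ovaries against 0.269), so the grouping held for the means and not for every pair. Between the ovaries of the 2 strains no difference was detected: the index was 0.655 within and 0.632 between w1118 and vas-GFP (difference 0.0236, p = 0.7, exact permutation test with a smallest possible p of 0.1), and the difference was −0.023 without w1118 replicate 1. The number of ovaries differed between the vas-GFP replicates and was not separable from the replicate.

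**Figure D5:**
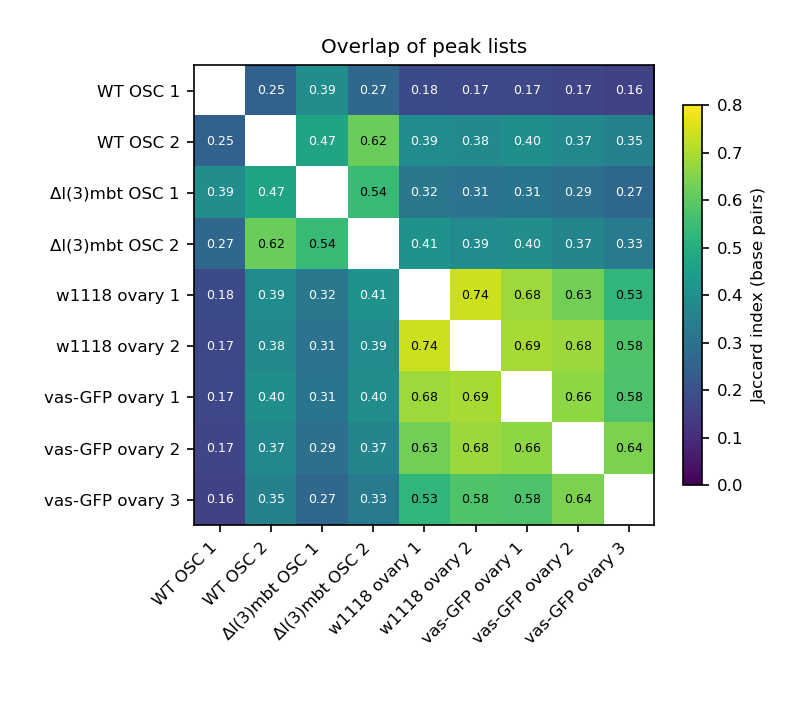
Jaccard index in base pairs for each pair of the 9 peak lists, by group and replicate, from 0 (no shared base) upward. Ovary pairs lie between 0.53 and 0.74 and pairs with wild-type OSC replicate 1 at or below 0.39.

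The last comparison concerned the CCGTTA sequence, which the study had found to be bound by Ovo. It occurred in 15 of 130 increased regions (11.5%), against a mean of 11.1% of consensus peaks matched on width, GC content and promoter status (p = 0.885, two-sided permutation test with 10000 draws). Outside the 2 blocks the share was 8.15 points above the matched peaks (p = 0.0375, permutation test), and with consensus peaks taken as windows of 401 bp it was lower over all increased regions (difference −3.23 points, p = 0.343, permutation test). Within 0.5 kb of the first TSS, vas, tej, Boot, moon and del had 1 CCGTTA each, and aub, AGO3, rhi, cuff, krimp, qin, BoYb and Nxf3 had 0, which is 5 of 13 genes (38.5%) against 20.4% of all 18277 annotated genes. At any of its TSSs aub had the sequence too (6 of 13). The wider form CNGTTA, which the study also counted as an Ovo motif, occurred at any TSS of 10 of the 13 genes, all but BoYb, krimp and cuff, and at 73.6% of all genes. These shares were not tested. Ovary-only promoters carried the sequence in 36 of 163 cases (22.1%), OSC-only promoters in 134 of 617 (21.7%, p = 0.915) and promoters open in both in 25.4% of 7323 (p = 0.364, two-sided Fisher's exact tests), so that no difference was detected in either direction.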

Values the study reported

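The study reported 207 genomic regions that became more accessible upon l(3)mbt deletion, at a change above 1.5-fold and an FDR below 0.05. It stated that 111 of these lay at gene promoters.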

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

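All tests in this part were chosen only after the crowding of the increased regions had been seen, and the test of depth was moved from peak height to local background after the height had left it open in the 3L block. A signal outside the measurements compared above, the recovered height of peaks, set the 3R block apart and the 3L block less clearly. It was measured at peaks shared by all 4 OSC libraries that lay over 10 kb from any changed region, since peaks nearer to the called regions were in part chosen by the calls. Their recovered summit pileup, Δl(3)mbt over wild type and each library scaled to its own background, lay 0.26 (log2, 95% bootstrap interval −0.00 to 0.64, 14 peaks) above the genome-wide median in the 3L block and 0.56 (0.33 to 0.74, 18 peaks) above it in the 3R block, where the spread over peaks of the whole genome was 0.32 (SD). The interval of the 3L block began at −0.00, so height alone does not set that block apart. In the 200 kb to its left and right the height shifted by −0.08 and 0.16 (37 and 15 peaks). Beside the 3R block these shifts were −0.15 and −0.13 (9 and 2 peaks). A block ended where the next increased region lay over 200 kb away, so these flanks hold no increased region by rule. They are not an independent contrast to the blocks. The 3R block is the stretch that contains l(3)mbt, bigmax, His2Av, woc, mrt and PolA2.

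The tables argue against chance placement, since no draw of 1000 with as many consensus peaks put any into such a block (0, p = 0.001, the smallest these draws can give, one-sided permutation test). They also argue against a uniform difference in depth, which would move the blocks with the genome, and against reads of the called regions alone: at these distant peaks the local background lay 0.56 (95% bootstrap interval over peaks 0.41 to 0.64) above the genome in the 3L block and 0.35 (0.17 to 0.54) in the 3R block, and 0.49 (0.31 to 0.58, 32 peaks) over both. These intervals, like those of height, resample neighbouring peaks of the same 4 libraries as if independent. They do not measure the spread between libraries. In the 200 kb to the left and right the local background lay 0.16 and 0.15 above the genome at the 3L block, and shifted by 0.01 and −0.03 at the 3R block. These flanks were again free of increased regions by the rule that ended the blocks. The blocks were not compared with stretches of like peak density, so a difference in signal-to-noise between the libraries stays open. Of the 82 shared peaks in the blocks outside changed regions, 87.8% (95% exact interval 78.7% to 93.99%) lay above the genome-wide median in height. They include peaks near the called regions, which were in part chosen by the calls. Of the distant ones 10 of 14 in the 3L block and 15 of 18 in the 3R block lay above it. This argues against a rise confined to the called regions in the 3R block and leaves it open in the 3L block. Elements that respond one by one, with changes too small to be called, are not excluded. More DNA copies of both stretches in the Δl(3)mbt cells may account for the pattern, since the background of the distant peaks was higher in all 4 pairs of libraries and both blocks, by 0.29 to 0.60 (log2), although their height in the 3L block was not raised in 1 of the 4 pairs (−0.06). A rise in accessibility over each whole stretch was not tested separately and stays open, as does an effect of l(3)mbt loss.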

How the results depend on the processing

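The removal of the 2 dense blocks, windows of 401 bp in place of consensus peaks, a promoter of 0.2 kb and the list without the chorion clusters were chosen only after the results had been seen, and the other settings were planned. Presence and absence of a peak depended on the length of each list, and wild-type OSC replicate 1 had a long list of weak peaks. Counts of gained, lost, ovary-only and OSC-only promoters are therefore limited by the length of the lists. Where a value below changed direction or crossed the threshold, the cause was not tested unless it is named in the report. Over all settings, 96 of the values of the main results kept their direction or size, 39 counts moved by over 1.5 times, 6 values turned their direction, 4 no longer passed their threshold and 1 newly passed it; of the single lists and the decreased regions, 310 stayed, 35 turned, 6 newly passed and 1 no longer passed. The mean peak overlap within against between OSC and ovary libraries kept its direction under every setting. The difference in germline piRNA promoters kept its direction and not its size (0.6 promoters, and 1.2 at 0.5 kb, 1.7 at the q value, 2 at 0.2 kb, 2.4 with equal numbers of peaks, the last with p = 0.0952, exact permutation test, and 0.5 to 1 with 1 library left out, the highest without vas-GFP replicate 3). Decreased regions (66) were 45 at an FDR of 0.01 and 48 at a fold of at least 2.

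For the regions changed in Δl(3)mbt OSCs (196 regions, 130 increased), an FDR of 0.01 left 113 and 68 regions, a fold of at least 2 left 116 and 68, and removal of the 2 blocks left 129 and 63. The surplus of increased regions open in ovary (12.2 points) was 8.15 at an FDR of 0.01 (p = 0.15), 3.67 where 50% of the region had to be covered (p = 0.376), 10.0 without the blocks (p = 0.102) and 5.63 with windows (p = 0.232), each by permutation. With a consensus of peaks found in all 4 OSC libraries it turned to −10.8 (p = 0.0025, permutation test), and the difference at promoters (2.11) turned to −11.0 (p = 0.00799, Fisher's exact test). The stricter consensus was at promoters more often than the wider one, and the cause was not tested further. The lists that passed at increased regions were 2 in place of 1 at 0.5 kb, with the stricter consensus and without the blocks. For single lists, the difference for germline piRNA genes (8.21) was −0.486 at an FDR of 0.01 and −0.603 with the nearest TSS gene alone; for housekeeping genes (5.37) it was −0.604 with the nearest TSS gene and −0.545 without the blocks, and for L(3)mbt complexes (6.81) it was −0.545 without the blocks. The Ovo motif at increased regions (0.439 points) was 8.15 without the blocks (p = 0.0375, permutation test) and −3.23 with windows.

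For promoters, 92 were gained and 92 lost. At 0.2 kb these were 155 and 46, at a −log10 q of at least 10 they were 237 and 41, with equal numbers of peaks 164 were gained, with merged lists 347 and 2503, and with 1 library left out 192 to 772 gained and 107 to 2854 lost. Ovary-only promoters (163) were 346 at the q value, 463 with equal numbers, 505 with merged lists and 165 to 638 with 1 library left out; OSC-only promoters (617) were 350 at 0.2 kb, 324 at the q value, 384 with equal numbers, 3898 with merged lists and 631 to 4414 with 1 library left out. Lists that passed at ovary-only promoters rose from 0 to 2 at 0.2 kb, to 1 with equal numbers and to 0 to 2 with 1 library left out.

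Single lists at ovary-only promoters turned as follows, in points. Eggshell and yolk genes (−1.07) were 9.02 at 0.5 kb, 13.7 at 0.2 kb, 12.8 at the q value, 32.8 with equal numbers, 1.84 with merged lists and −1.58 to 57.7 with 1 library left out. Without the genes of the chorion clusters they were 26.0 with equal numbers, 7.91 at 0.2 kb and 74.6 when wild-type replicate 1 was left out. Germline development genes (−1.07) were 19.0 at 0.2 kb, 2.60 at the q value, 1.51 with equal numbers and −1.58 to 11.1 with 1 library left out. With merged lists muscle genes were 3.25, hemocyte genes 9.08 and L(3)mbt complexes 4.27, and muscle genes were −1.58 to 5.59 with 1 library left out. At OSC-only promoters muscle genes (2.64) were −3.61 at 0.5 kb, −3.03 at 0.2 kb, −2.78 at the q value, −3.36 with equal numbers, −19.8 with merged lists and −22.3 to 2.54 with 1 library left out. Hippo targets (−4.03) were 8.34 at the q value and 7.76 with equal numbers. Follicle cell genes (2.64) were −13.1 and nervous system and eye genes (−4.03) 19.8 with merged lists, and with 1 library left out they were −15.6 to 2.54 and −5.68 to 21.1. The Ovo motif at ovary-only promoters turned from −3.30 to 0.792 at the q value against promoters open in both, and from 0.368 to −0.236 in a window of 1 kb against OSC-only promoters. The strain difference in peak overlap (0.0236) was −0.0230 to 0.0865 with 1 library left out.

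The replicates of wild-type and Δl(3)mbt OSCs share only a number in their labels, and for replicate 2 the peak names inside the lists say 3 in wild-type and 4 in Δl(3)mbt OSCs, so pair 2 is a pair by label alone. As a replicate block, the gained and lost promoters were 92 and 92, the same as without it because the rule asked for every library; pair 1 alone gave 311 and 3166, and pair 2 alone 1069 and 299. Peak overlap within pairs was 0.392 and 0.618 and across them 0.269 and 0.469 (Jaccard index). No pairing was applied to the authors' DiffBind table, which holds no value per library.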

Other observations

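The tests on the chorion clusters and all but 1 of those on the decreased regions were chosen only after the result was seen; that of DNA copies around decreased regions was fixed beforehand. Beyond the comparisons above, follicle cell genes such as cas and the wider follicle cell list had promoter peaks at 15, 14, 15 and 14 of 15 genes in the 4 OSC libraries and at 12 or 13 in ovaries. The list of shared piRNA pathway genes had them at 22 of 23 genes in every OSC library and at 19 to 23 in ovaries, and Hippo targets at 9 of 9 in OSCs. The shared list also holds squ, spn-E and tapas, whose products the study placed in the nuage of germ cells, so not all its members are used in the soma. The neuronal list was open at 14, 7, 11 and 10 of 15 genes in OSCs and at 6 or 7 in ovaries. Housekeeping genes were open at 15 or 16 of 16 in all 9 libraries, the hemocyte list at 8, 5, 7 and 7 of 10 in OSCs and 4 to 6 in ovaries, and the muscle list at 14, 8, 11 and 9 of 15 in OSCs and 8 to 13 in ovaries. None of these differences was tested.

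In ovaries the strongest departure of the local background from the rest of the genome lay at the chorion gene clusters, which follicle cells amplify as DNA late in oogenesis. At the cluster on 3L (8721791 to 8737599, with Cp15, Cp16, Cp18 and Cp19) the background was 36.3 to 73.2 times the genome-wide median over peaks in the 5 ovary libraries and 0.855 to 1.11 times in OSCs, and at that on X (8468837 to 8488311, with Cp36, Cp38, Cp7Fb and Cp7Fc) 8.005 to 25.5 times and 0.893 to 1.05 times. These were the windows ranked 1 and 2 of all windows of 20 kb by the gap between ovaries and OSCs. Amplified DNA in the ovaries may account for this, since the lowest ovary value was at least 7.60 times the highest OSC value at both clusters. Peaks per kb at the 3L cluster rose 1.52-fold, against 53.4-fold for the background. OSC libraries had 0.190 to 0.822 peaks per kb there, with a median peak width of 156 to 175 bp genome-wide. Peaks of that width could not become 53.4 times as dense. This comparison therefore cannot decide on a larger number of open elements, which stays open. No other biological explanation was tested.

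The decreased regions lay near each other more often than chance draws. Of 66, 32 were within 10 kb of another decreased region, where 10000 draws of consensus peaks gave 1.03 on average and 8 at most (p = 0.0001, the smallest these draws can give, one-sided permutation test), which argues against chance placement. An annotated mobile element overlapped 12.1% of them (8 of 66, 95% exact interval 5.38% to 22.5%), against 1.13% of consensus peaks (p = 9.29e-07, Fisher's exact test) and 1.54% of increased regions. Both the interval and the test take the regions as independent, which regions this close to each other may not be. Reads shared between copies of such elements could therefore touch some decreased regions but not most of them. For fewer DNA copies around them, the bound set for shared peaks within 20 kb was −0.58, which is 50% of the median decrease. These peaks shifted by −0.21 from the genome-wide median (log2, 95% bootstrap interval −0.27 to −0.14, 236 peaks), which is nearer to the genome than that bound. A smaller loss, or a loss at some of the regions only, would shift the median by less than the bound. Shared peaks were called in every OSC library, so a peak lost from the Δl(3)mbt libraries was left out. The shift therefore cannot decide on a loss of copies, which stays open. A response of neighbouring elements to the loss of L(3)mbt was not tested and stays open too.

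In wild-type OSC replicate 1, 47.4% of the peaks (28184) overlapped no peak of the other libraries, against 0.977% to 6.9% in each of the other 8 libraries, and 6.35% of these peaks reached a −log10 q of 10 against 56.6% of its shared ones.

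The number of increased regions here was 130. That is lower than the value quoted from the study above, and since it was not stated whether the deposited table comes from the same DiffBind settings, the gap need not reflect the libraries.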
